A study of Mus musculus with 6 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

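RNA was isolated from colon crypts of mice on the C57BL/6 strain, and strand-specific libraries were made from total RNA. The study calls the profiling of colon crypts mRNA-seq, so total RNA names the input and not which transcripts were sequenced. There were 6 libraries, 3 labelled WT and 3 labelled KO, and groups were taken from the sample titles. The authors trimmed adaptors with Trim Galore, mapped reads to GRCm38 with HiSat, and kept uniquely mapped reads. Reads were then counted in SeqMonk over the exons of all transcript isoforms of a gene merged together. Whether counting used the strand of the reads is not stated, so antisense genes cannot be set apart with certainty. Because reads that map to several places were dropped, genes with near-identical copies are undercounted.

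The FDR values are p-values of KO against WT that the authors computed with DESeq2 in SeqMonk from raw counts and corrected for multiple testing. The deposited expression values are log2 values, 1 mean per genotype, which the authors normalised to total reads. The study's methods name RPKM, a read density per length of transcript, for fold changes, so a scaling by transcript length is not excluded. Such a scaling cancels in the difference between KO and WT of one gene, but it would affect comparisons of levels between genes. Levels were compared between genes to relate difference size to level, for Aplp1 with Kirrel2, for the lowest WT means, and in the filter on mean log2. The deposited table holds genes with an FDR under 0.05, which was checked on the file: 0 genes were at or above that value. The depth of the libraries is unknown from the values used, and no interval or detection limit is given.

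The tests written down before the data were examined were a moderated linear model and counts of genes without overlap between groups. Both need a value per library, whereas the values used here are means per genotype, so neither was run. No test of expression was made beyond the FDR of the authors. The log2 difference was taken as the KO mean minus the WT mean of the deposited values. Genes named in the text are Smarcad1, the genes that the study names as recurrent or linked to innate immunity where they are listed, and the 5 largest increases and 5 largest decreases. The rule fixed beforehand also required a moderated adjusted p-value and no overlap between groups for the last kind, which could not be applied. 1 of the genes that this rule picks is not reported here, which leaves 14 genes, and it was kept in the counts and medians over the list. Genes named beyond them, among the pairs, on chromosome 17 and in the marker lists, were named because a count was small or after their values were seen.

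Gene positions are those of the deposited table. They were matched to GENCODE M21, an annotation of the same genome build: 57 genes matched by symbol and 3 by the protein identifier given with them, and 1 did not match. All 60 matched genes overlapped their annotated gene on the same strand, 49 with the same start or end. For 3 rows (2610524H06Rik, Mctp1 and Cbx6) the table pairs the counted gene with the description of another gene, and the name of the counted gene was used. Words of 50 bases of the longest annotated transcript of each gene were searched in the transcripts of all other genes. More than 5% of the words occurred in another gene for 8 of the listed genes.

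Clustering in the genome was tested with 10000 random lists drawn from 21938 protein-coding genes, counting pairs of starts within 1 Mb, or the most starts in any window of 15 Mb. The p-value is the one-sided share of random lists with as many, adding 1 to both counts. The background is all protein-coding genes, since the genes expressed in these crypts were not used here, and expressed genes can be unevenly placed. Both tests were tested on simulated data. Of 400 random lists of 61 genes, 4.5% had p under 0.05 for pairs and 0.75% for windows. Of 400 lists with 8 genes planted in 1 stretch, 68.5% had p under 0.05 for pairs and 100% for windows. The stretch was 15 Mb, as wide as the window, so the window count was at least 8 by construction. The 100% therefore does not measure how well the window test finds weaker or wider clusters. Marker lists of 5 cell types with 77 genes were fixed before the data were examined. The alternatives tried were pseudocounts of 1 and 0.1, a mean log2 of at least 0, an FDR under 0.01, and other windows and backgrounds. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.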

Results

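Gene expression was profiled by RNA-seq in epithelium taken from the mouse colon as a suspension of whole crypts, the gland-like pits that hold the stem and dividing cells at their base and differentiated cells above. From C57BL/6 mice, 3 wild type (WT) crypt libraries were compared with 3 libraries from mice that lacked the chromatin remodeller gene Smarcad1 in the intestinal epithelium (Smarcad1-KO, here KO), where the Cre recombinase was driven by the Villin promoter. The comparison asked which transcripts change in the colon epithelium when Smarcad1 is deleted there. The authors' deposited table held 61 genes, each with a false discovery rate (FDR), 1 mean log2 expression value for KO and 1 for WT. Values of the single libraries and the sequencing depth were not used here, so the differences below carry the authors' FDR as their only measure of error, and the spread between replicates was not analysed. All 61 genes had an FDR under 0.05 in the authors' deposited table, with a highest value of 0.0491, so the list describes genes that had already been selected on these 6 libraries. Genes outside the list are not shown to be unchanged.

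The targeted gene was examined first. Smarcad1 lies on chromosome 6 from 65042667 to 65116050 on the plus strand of GRCm38. In the authors' deposited table its mean log2 expression was 2.87 in KO and 4.58 in WT, with an FDR of 1.07e-13. The difference between these means from the authors' deposited table was -1.70 on the log2 scale, which puts the KO level at 30.7% of the WT level. It was lower in the libraries labelled KO. With a pseudocount of 1 added on the linear scale, the alternative that moved it most, the difference was -1.58. The values cover the exons of the merged transcript isoforms, including exons outside the deleted part of the gene.

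Of the 61 genes in the authors' deposited table, 34 had a higher mean in KO and 27 a lower mean, so that 55.7% of the list was higher. The median log2 difference was 0.76 for the higher genes, with a range from 0.42 to 6.78, and -0.90 for the lower genes, with a range from -0.42 to -3.48. The median of the lower genes moved to -1.59 when the list was restricted to an FDR under 0.01, the alternative with the largest effect on these medians. A difference of more than 1 log2 unit was seen for 11 higher and 12 lower genes, and the other 38 genes differed by less than 1 log2 unit. At the stricter FDR of 0.01 the authors' deposited table kept 37 genes, 23 higher and 14 lower. An FDR under 1e-10 was given for 8 genes in the authors' deposited table, 4 in each direction. Across genes, the size of the difference fell with the mean level of the gene (Spearman's rho -0.79 over 61 genes, and -0.75 over the 57 genes with a mean log2 of at least 1). Genes are not independent replicates, and selection by FDR alone gives such a relation, since a lowly expressed gene needs a larger difference to pass.

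**Figure D1:**
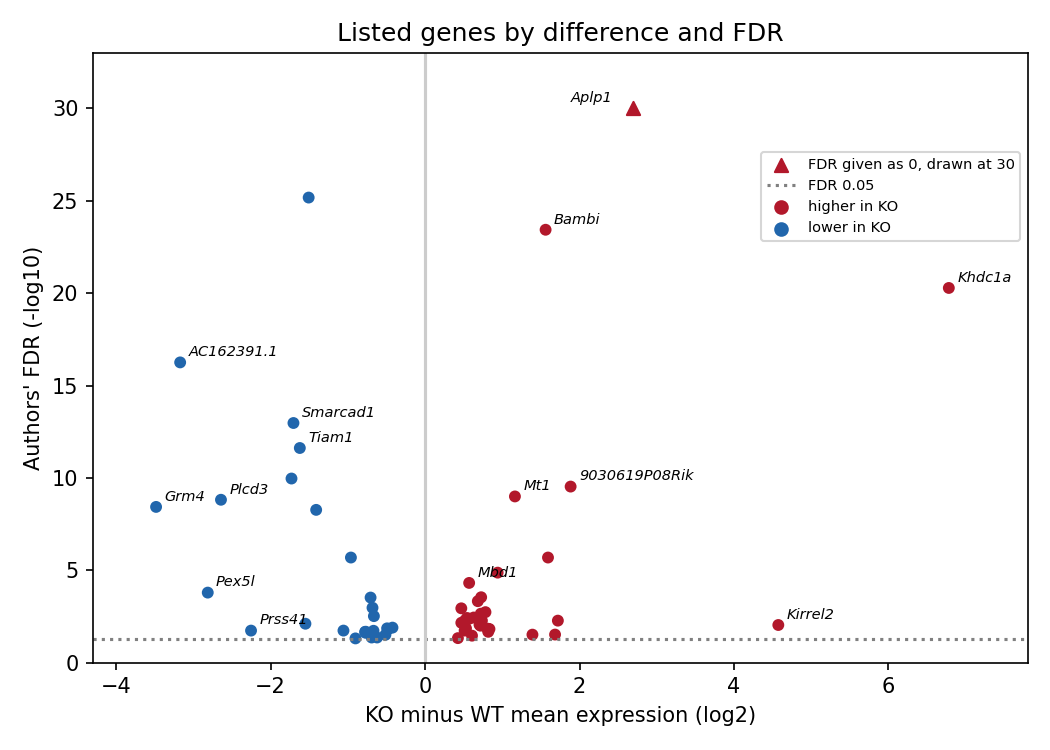
Difference between the KO and WT means (log2, horizontal axis) against the authors' FDR (-log10, vertical axis) for 60 of the 61 listed genes, red where higher and blue where lower in KO. Aplp1, with an FDR given as 0, is drawn as a triangle at the top of the axis, and every gene shown lies above the dotted line at an FDR of 0.05.

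Of the genes that the study names as recurrently changed in its KO datasets or linked to innate immunity, 16 were looked up, and 7 of them were on the list. Of these 7, 6 were higher in KO. The study marks all 7 as changed in colon, so these same libraries may have helped to select them. The counts are therefore no independent support for the study's list. Some of the 16 genes are given by the study for small intestinal datasets without colon. Aplp1, an amyloid precursor-like gene (chromosome 7, 30434981 to 30445582, minus strand), had means of 6.37 in KO and 3.67 in WT in the authors' deposited table, a difference of 2.70. Its FDR in the authors' deposited table is given as 0, which is a rounded value, since no FDR is exactly 0. Bambi, a decoy receptor gene of the TGF-beta family pathways (chromosome 18, 3507957 to 3516404, plus strand), had means of 6.26 in KO and 4.70 in WT in the authors' deposited table, with an FDR of 3.70e-24 and a difference of 1.56. The metallothionein gene Mt1 (chromosome 8, 94179089 to 94180325, plus strand) differed by 1.16, with an FDR of 1.01e-09 in the authors' deposited table. Mbd1, a methyl-CpG binding protein gene (chromosome 18, 74268272 to 74282685, plus strand), had the smallest difference of the 7, at 0.57, with an FDR of 4.87e-05 in the authors' deposited table.

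Khdc1a and Kirrel2 had the largest differences between the deposited means. Khdc1a (chromosome 1, 21349641 to 21352200, plus strand) had means of 3.21 in KO and -3.57 in WT in the authors' deposited table, with an FDR of 5.25e-21. Kirrel2 (chromosome 7, 30447534 to 30457690, minus strand) had means of 0.95 in KO and -3.62 in WT in the authors' deposited table, with an FDR of 0.00924. These were the lowest WT means of the list, and the next lowest was 0.69, so the size of both differences rests on how near-zero expression was handled. The deposited means differ by 6.78 for Khdc1a and 4.57 for Kirrel2, while a pseudocount of 1 gave 3.24 and 1.44. The rank of Kirrel2 was lost under that pseudocount, where Aplp1 at 2.61, 9030619P08Rik at 1.72 and Bambi at 1.52 differed by more. Of the 50-base words in the longest annotated Khdc1a transcript, 43.5% also occur in transcripts of other genes, chiefly Khdc1c and Khdc1b, which makes its value uncertain. The remaining gene of the 7, Tiam1, which encodes an exchange factor for a small GTPase (chromosome 16, 89787111 to 89980080, minus strand), went the other way: its means in the authors' deposited table were 3.12 in KO and 4.74 in WT, a difference of -1.62 with an FDR of 2.42e-12. The 9 genes not on the list were Lyz1, Slfn4, Itln1, Tlr4, Defa22, Defa26, Wdfy1, Ang4 and Reg3b. For these the list gives no value, and their expression in whole crypts was not analysed here. Among them the study marks Lyz1 as changed in colon, a label that can also rest on sorted epithelium. It gives Slfn4 and Itln1 for small intestinal datasets without colon, and Tlr4 for stem cells and organoids. The absence of Slfn4, Itln1 and Tlr4 from a colon list is therefore not at odds with the study.

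**Figure D2:**
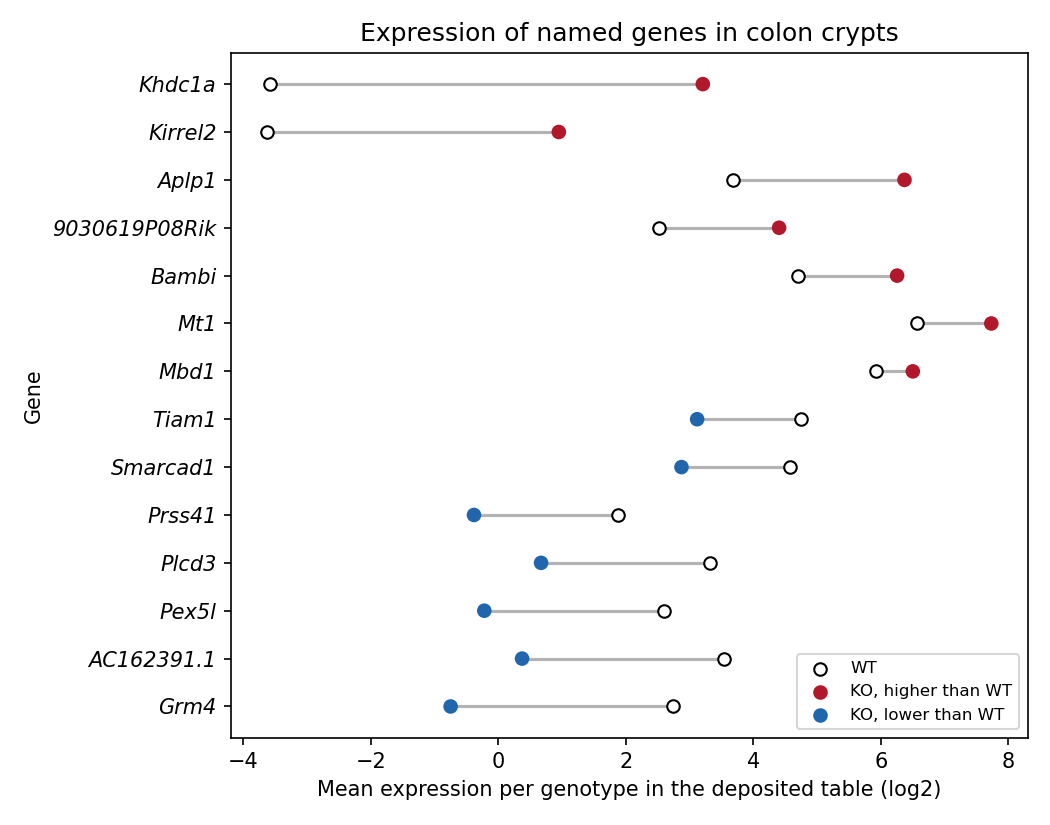
Mean expression (log2, horizontal axis) of the 14 named genes in WT (open circles) and KO (filled circles, red where higher and blue where lower than WT), ordered by the difference, as the authors' means per genotype with no error bars. Khdc1a and Kirrel2 start from WT means of -3.57 and -3.62, far below the others, and Tiam1 lies with the lower genes next to Smarcad1.

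Besides Khdc1a, Kirrel2 and Aplp1, the 5 largest increases of the list included 9030619P08Rik (chromosome 15, 75427607 to 75431829, minus strand), which GENCODE M21 annotates as a transcribed unprocessed pseudogene. It differed by 1.88, with an FDR of 2.96e-10 in the authors' deposited table. The 5 largest decreases were in Grm4, AC162391.1, Pex5l, Plcd3 and Prss41. Grm4, a metabotropic glutamate receptor gene (chromosome 17, 27422387 to 27513341, minus strand), had means of -0.75 in KO and 2.74 in WT in the authors' deposited table, with an FDR of 3.74e-09. AC162391.1 (chromosome 6, 7981829 to 7983430, minus strand) had means of 0.37 in KO and 3.54 in WT in the authors' deposited table, with an FDR of 5.62e-17. This gene was the only one of the 61 without a match in GENCODE M21, so its biotype is not given. Pex5l (chromosome 3, 32949408 to 33143247, minus strand) differed by -2.81 with an FDR of 1.63e-04 in the authors' deposited table. Plcd3, a phospholipase C gene (chromosome 11, 103070304 to 103101658, minus strand), differed by -2.64 with an FDR of 1.53e-09 in the authors' deposited table. The serine protease gene Prss41 (chromosome 17, 23836785 to 23844172, minus strand) differed by -2.25 with an FDR of 0.0186 in the authors' deposited table, and the annotation places Prss32 across it on the other strand. Under the pseudocount of 1 the decreases were smaller, at -2.26 for Grm4, -2.46 for AC162391.1, -1.92 for Pex5l, -2.08 for Plcd3 and -1.40 for Prss41.

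To see whether the list touched the cell types of the crypt, its members were compared with 5 marker lists. Of 22 immune cell markers, 1 was listed, the granzyme gene Gzmb, with a difference of -1.55 and an FDR of 0.00789 in the authors' deposited table. None of 15 stromal markers, 11 markers of stem and proliferating cells, 19 secretory markers and 10 absorptive markers was listed. These numbers describe the list alone, since markers that changed without passing the FDR would not appear in it. Listed genes outside the marker lists, such as Spdef with a difference of -0.66 and an FDR of 0.00306, were not assigned to a cell type. A count of no listed markers therefore does not show that a cell type was untouched.

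The position of the genes was examined next, to see whether the list clustered in the genome or near the targeted locus. The 61 genes lay on 19 chromosomes, with 8 on chromosome 17. There were 7 pairs of listed genes with starts within 1 Mb of each other, against a mean of 2.94 pairs in 10000 random lists of 61 protein-coding genes (one-sided permutation p = 0.0377). With starts within 0.2 Mb there were 2 pairs and a mean of 0.70 (permutation p = 0.154), too few pairs to pass 0.05 at that distance. Of the 7 pairs within 1 Mb, BC025446 and 9030619P08Rik include a pseudogene, which a protein-coding background cannot draw. The 95th percentile of the random lists at 1 Mb was 6 pairs, so the p-value under 0.05 may rest on that pair. The count without it was not tested. A background of all biotypes, which can draw pseudogenes, gave a permutation p of 0.0077 at 1 Mb. That background holds 55413 genes, many of them not protein-coding, whereas the list is almost all protein-coding. Its random lists had a mean of 2.04 pairs, so the smaller p-value may come from this mismatch and does not settle the question. The pair closest together was Aplp1 and Kirrel2, which lie on the same strand with 1951 bases between them, and both were higher in KO. Gsta3 and Khdc1a lay 109 kb apart by their starts, and both were higher as well. Within 20 Mb of Smarcad1 there was 1 other listed gene, Mthfd2, at 18.3 Mb, where 0.72 would be drawn by chance. All 8 genes of chromosome 17 lay between 23.8 and 36.2 Mb, and 3 of them were higher and 5 lower in KO. A count of 8 genes or more in any 15 Mb window of the genome was reached by 3 of the 10000 random lists (permutation p = 4.0e-04), a test chosen after the positions had been seen. Among the genes with an FDR under 0.01 the fullest window held 4 genes (permutation p = 0.113), so this result did not hold for the stricter list.

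**Figure D3:**
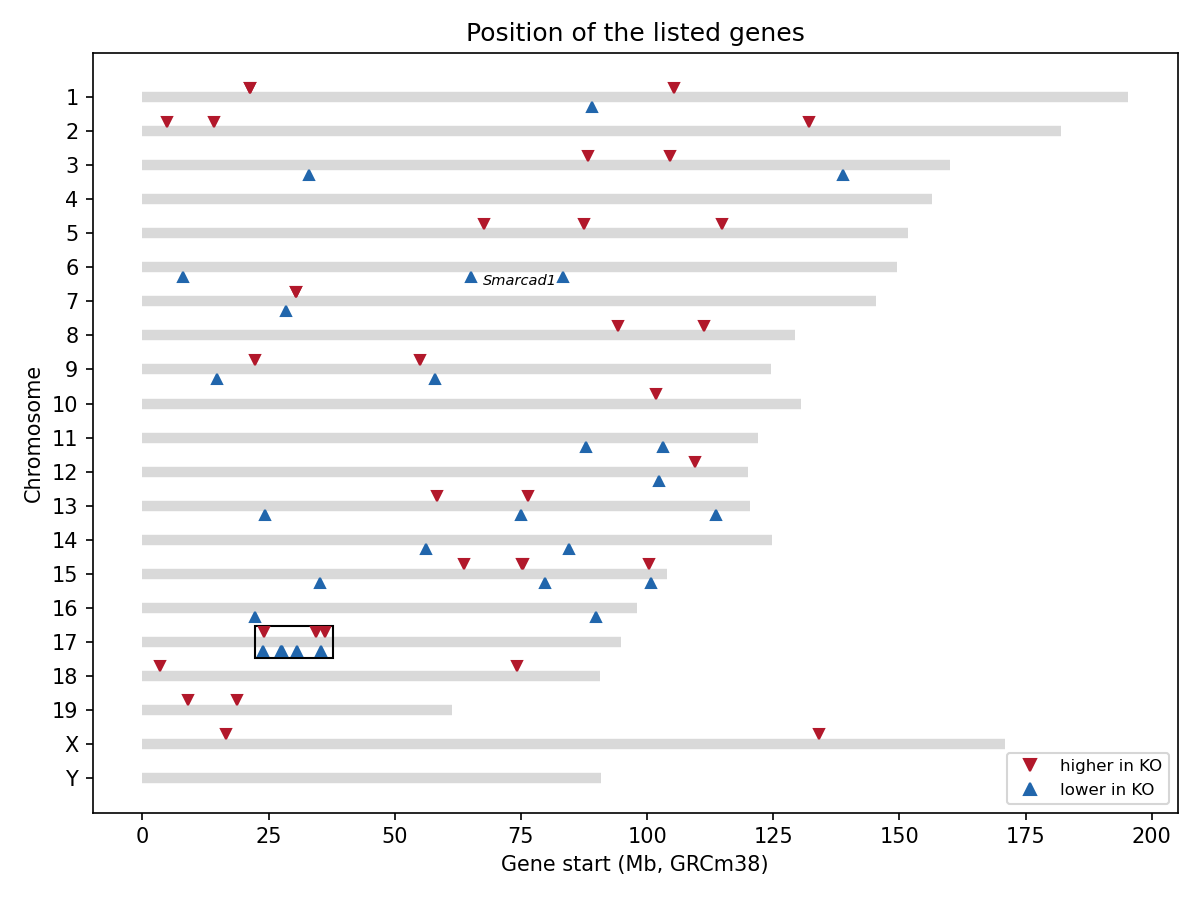
Start of each of the 61 listed genes (Mb on GRCm38, horizontal axis) along the chromosomes (vertical axis), with red triangles for genes higher and blue triangles for genes lower in KO. Grey bars run to the end of the last annotated gene, and the box marks the 8 genes between 23.8 and 36.2 Mb of chromosome 17, 3 higher and 5 lower.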

Values the study reported

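The study reported 93 differentially expressed genes in the colon on Smarcad1-KO, counting those of either the whole crypt or the sorted epithelium dataset. In small intestinal organoids the study reported 1407 differentially expressed genes. The whole crypt and organoid comparisons used an FDR below 0.05, with n = 3.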

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

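A pseudocount added to both means shrinks a difference and cannot change its direction, so the split of 34 higher and 27 lower genes was not tested by it. With no spread between replicates at hand, a log2 value was counted as moved when it changed by over 0.1. The Smarcad1 difference went from -1.70 to -1.58 with a pseudocount of 1. Under that pseudocount, 9 of the 13 other named genes moved, and under a pseudocount of 0.1, 5 of 13.

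At an FDR under 0.01 the number of lower genes went from 27 to 14 and their median from -0.90 to -1.59. A stricter threshold keeps fewer genes, and the cause of the shift in the median was not tested. The median of the higher genes was between 0.73 and 0.76 under the pseudocounts and both filters.

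The count of neighbouring pairs did not pass 0.05 with starts within 0.2 Mb, where 2 pairs were seen, nor at an FDR under 0.01, where 3 pairs were seen (permutation p = 0.0977). The cause was not tested beyond the fewer genes. With starts within 5 Mb (23 pairs, permutation p = 0.0032) and with genes of all biotypes as background (permutation p = 0.0077) it passed. The background of all biotypes is unlike the list, which is almost all protein-coding, so its p-value is no added support for clustering. The window count passed in windows of 10, 15 and 20 Mb, and did not pass in windows of 5 Mb, where the fullest held 4 genes (permutation p = 0.0959), or at an FDR under 0.01, where the fullest also held 4 genes (p = 0.113). The alternatives for windows, the lists at an FDR under 0.01 for pairs and windows, the backgrounds and the pseudocounts for named genes other than Smarcad1 were chosen after seeing the data.

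No paired analysis was possible because the values used are 1 mean per genotype, so libraries with the same replicate number could not be paired or blocked. For the same reason the fits without each library, the removal of library offsets, the trend in the prior variance and the ordinary linear model were not run. The study also gives values per library, which were not used here. Whether any difference rests on a single library was therefore not analysed.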

Other observations

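All tests in this part were chosen after the results they address had been seen.

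The 8 genes of chromosome 17 between 23.8 and 36.2 Mb were Prss41, Atp6v0c, Grm4, Spdef, Glo1, Btnl1, H2-Q7 and H2-T3. The stretch holds 405 protein-coding genes, from which 1.13 listed genes would be drawn by chance. The local density of protein-coding genes as the whole cause is argued against by the random lists, which were drawn from the same genes and seldom reached 8 in a window (permutation p = 4.0e-04). A density of genes expressed in crypts was not tested, and the window count did not pass 0.05 among genes with an FDR under 0.01. A regional change in one direction is argued against, with 3 of the 8 higher and 5 lower in KO. Reads shared between genes are argued against as the source for 5 of the 8: of the 50-base words of the longest annotated transcript, 0 occur in other genes for Prss41, Grm4, Spdef and Btnl1, and 1.24% for H2-T3. For the other 3 genes, with 27.1% of the words of H2-Q7, 12.2% of those of Atp6v0c and 6.46% of those of Glo1 in other genes, shared reads stay open. Without all 8 listed genes that had over 5% of such words, the fullest window held 5 genes and did not pass 0.05 (permutation p = 0.0663), but leaving out 3 genes of the pattern makes it smaller by construction. A segment of chromosome 17 that differs by descent between the KO and WT mice may also be a source, as it would move genes either way, but the 5 lower and 3 higher genes cannot be told apart from gene-by-gene effects of Smarcad1 loss without sequence variants along the stretch. An effect of the deletion itself on these genes was not tested separately.

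Outside chromosome 17 there were 4 neighbouring pairs against a mean of 2.31 in random lists (permutation p = 0.201), so chance placement could account for them, and the excess of pairs in the whole list rests in part on chromosome 17. Of the 7 pairs, 4 shared a direction, against a mean of 3.49 when directions were shuffled over the list (permutation p = 0.496). This leaves open whether neighbours share a direction, since 7 pairs are few.

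Aplp1 and Kirrel2 are the closest pair, and both were higher in KO. Kirrel2 lies upstream of Aplp1 on the same strand, so transcripts that run on from Kirrel2 into Aplp1 were considered. The Kirrel2 level in KO was 2.76% of the gain of Aplp1 on the linear scale, which argues against such transcripts as the source of most of that gain if they carry the exons of Kirrel2. The comparison is between genes, and the longest annotated transcripts have 3901 and 2472 bases, so a length scaling would leave the Kirrel2 level far below that gain. Transcription that starts between the genes, and a shared effect of Smarcad1 loss on both, were not tested.

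Reads were left on Smarcad1 in KO, at 30.7% of the WT level. Exons 12 to 14, the part removed by the recombinase, make up 236 of the 5168 bases of the annotated transcript, and losing the reads of these exons alone would give a log2 difference of -0.067. Whichever exons were numbered so, the longest 3 internal exons in a row would give -0.20. If the authors' FDR came from a Wald test of this difference, its standard error would be at most 0.23, and the observed -1.70 lies 6.54 standard errors from -0.20. Loss of reads from the floxed exons alone is therefore argued against, and a lower level of the whole transcript, as when a shifted reading frame leads to its decay, remains a candidate explanation that was not tested. How far the remaining 30.7% comes from cells without recombination, and how far from a truncated transcript that persists, cannot be told from these values. They count all exons of the gene together. Gzmb is the only marker of other cells with a level in the list, and a single low marker does not give their share. The study quantified reads over exons 12 to 14 in WT and KO colon epithelial cells, which bears on this question and was not used here. It also reports no detectable protein after the deletion in various cell types.

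The WT means of Khdc1a and Kirrel2 lay 0.051 log2 units apart, and 4.26 separated the higher of them from the next lowest mean in WT. This may be a floor set for genes with almost no reads, and a scaling by transcript length, which is not excluded, would shift such a floor from gene to gene. The study replaced expression values of zero by 0.1 for its plots. The WT means of Khdc1a and Kirrel2, at -3.57 and -3.62, lie below the log2 of 0.1. This argues against that constant, carried unchanged, as the source of these 2 means. Whether the deposited means carry another constant is not stated. With a floor, both differences would describe a change from near absence and their size would have no meaning as a fold. With 2 genes this cannot be told apart from low expression that happens to be alike.

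The whole crypt list here held 61 genes. That is lower than the count quoted from the study above, which also takes in sorted epithelium.

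Tiam1 was lower in KO in whole crypts, with a log2 difference of -1.62. The study lists it both with genes that rise repeatedly on deletion and, elsewhere, with genes whose expression falls. The other 6 listed genes among those looked up were higher.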
